# RNF219 interacts with CCR4–NOT in regulating stem cell differentiation

**DOI:** 10.1093/jmcb/mjaa061

**Published:** 2020-10-26

**Authors:** Hao Du, Chen Chen, Yan Wang, Yang Yang, Zhuanzhuan Che, Xiaoxu Liu, Siyan Meng, Chenghao Guo, Manman Xu, Haitong Fang, Fengchao Wang, Chengqi Lin, Zhuojuan Luo

**Keywords:** RNF219, CCR4–NOT, protein complex, stem cell differentiation, deadenylation

## Abstract

Regulation of RNA stability plays a crucial role in gene expression control. Deadenylation is the initial rate-limiting step for the majority of RNA decay events. Here, we show that RING finger protein 219 (RNF219) interacts with the CCR4–NOT deadenylase complex. RNF219–CCR4–NOT exhibits deadenylation activity *in vitro*. RNA-seq analyses identify some of the 2-cell-specific genes and the neuronal genes significantly downregulated upon RNF219 knockdown, while upregulated after depletion of the CCR4–NOT subunit CNOT10 in mouse embryonic stem (ES) cells. RNF219 depletion leads to impaired neuronal lineage commitment during ES cell differentiation. Our study suggests that RNF219 is a novel interacting partner of CCR4–NOT and required for maintenance of ES cell pluripotency.

## Introduction

Regulation of RNA metabolism is essential in various biological processes. RNA decay is the last but critical step to control RNA in both quantity and quality. Nearly all eukaryotic messenger RNAs (mRNAs) and long non-coding RNAs (lncRNAs) are protected by 7-methylguanosine (m^7^G) cap at the 5′-end and poly-adenine (poly(A)) tail at the 3′-end from degradation by exonucleases. RNA decay is usually triggered by transcript deprotection, such as decapping or deadenylation. In eukaryotes, deadenylation, or poly(A) tail shortening and removal, is the preferred initiating event for the vast majority of mRNAs and lncRNAs to be fated to rapid decay. After the rate-limiting deadenylation, unprotected bodies of RNA can be attacked at both ends by the 5′–3′ or 3′–5′ degradation machineries. In addition to mRNA and lncRNA decay, deadenylation is also vital for translational silencing.

To date, three types of deadenylase have been identified in mammals, including the CCR4–NOT complex, the PAN2–PAN3 complex, and PARN (Goldstrohm and Wickens, 2008). PARN maintains the short (A) tails of mRNAs in oocytes to control translation in a dormant state (Kim and Richter, 2006) and also functions in the maturation of small nucleolar RNA (Berndt et al., 2012). PAN2–PAN3 is inefficient in trimming the final 20–25 adenosines of the poly(A) tail, thus minimally degrading the body of transcript (Lowell et al., 1992; Wolf et al., 2014). However, PAN2–PAN3 is able to function together with CCR4–NOT, which is the major deadenylase, to remove the poly(A) tail thoroughly and stimulate RNA decay (Yamashita et al., 2005). CCR4–NOT is a highly conserved multi-subunit complex, which contains two deadenylases, CNOT7 (or its paralogue CNOT8) and CNOT6 (or its paralogue CNOT6L) (Lau et al., 2009). These two catalytic components differ in substrates: CNOT7 prunes poly(A) tail free of poly(A)-binding protein (PABP), while CNOT6 dislodges protective PABP from the A tails, subsequently leading to deadenylation (Webster et al., 2018; Yi et al., 2018). CNOT1, the largest component of CCR4–NOT, interacts with most of the other components and serves as a scaffold required for the complex assembly. The RING finger containing CNOT4 possesses ubiquitin ligase activity in both yeast and human. CNOT4 controls the proteasome-dependent degradation of multiple chromatin-related proteins, such as the transcription regulator PAF1 and H3K4me3 demethylase JARID1C (Mersman et al., 2009; Sun et al., 2015). Although the precise roles played by CNOT4 and other non-enzymatic components within CCR4–NOT remain to be elucidated, a growing body of evidence manifests that these components are indispensable for regulation of gene expression (Mulder et al., 2007; Kruk et al., 2011; Venters et al., 2011).

CCR4–NOT can be recruited to different subclasses of RNAs via different mechanisms. CCR4–NOT was found to engage in the deadenylation of RNAs with microRNA (miRNA) target sites by the miRNA-induced silencing complex (miRISC) complex (Braun et al., 2011; Fabian et al., 2011; Chekulaeva et al., 2011). N6-methyladenosine (m^6^A) reader protein YTHDF2 recruits CCR4–NOT to deadenylate RNAs with m^6^A modifications (Du et al., 2016). CCR4–NOT interacts with Tristetraprolin (TTP), which is an AU-rich element (ARE) containing RNA-binding protein, to deadenylate RNAs with AREs (Lykke-Andersen and Wagner, 2005; Fabian et al., 2013). The SMG5–SMG7 heterodimer recruits CCR4–NOT, thus triggering non-sense-mediated mRNA decay to rapidly degrade aberrant mRNAs bearing premature translation termination codons (Loh et al., 2013). However, other than these recruiting partners, factors involved in deadenylation through interacting with CCR4–NOT remain largely unknown.

RING finger protein 219 (RNF219), containing an evolutionarily conserved RING finger domain at its N-terminus, is a poorly characterized ubiquitin ligase. A recent study shows that RNF219 is able to promote DNA replication origin firing through ubiquitination of the origin recognition complex (Coulombe et al., 2019). Here, we biochemically identified RNF219 as an interacting factor of CCR4–NOT. RNA levels of some of the 2-cell-specific genes and the neuronal genes undergo the opposite regulations by RNF219 and the CCR4–NOT subunit CNOT10 in mouse embryonic stem (ES) cells. While the main subunits of CCR4–NOT are essential in preserving ES cell identity (Zheng et al., 2012; Zukeran et al., 2016), we found here that depletion of RNF219 in ES cells leads to impaired neuronal lineage commitment. Our study suggests RNF219 as a cofactor of CCR4–NOT to regulate transcript levels and also provides a novel direction in studying the pathological processes of RNF219-linked human diseases.

## Results

### Interaction of RNF219 with the CCR4–NOT complex

In order to investigate the function of RNF219, we sought to identify factors that interact with RNF219. First, a tetracycline inducible stable cell line expressing N-terminal FLAG-tagged RNF219 was generated by using the HEK-293 Flp-In-TRex (FIT) system. FLAG affinity purification was performed in the Benzonase nuclease-treated condition to avoid nucleic acids-dependent protein–protein interactions. FLAG-RNF219 and control purifications were then resolved by SDS/PAGE prior to silver staining (Figure 1A). Analyses of independent purifications from both nuclear and cytoplasmic S100 extracts led to the identification of nearly all the subunits of CCR4–NOT, except CNOT4 (Figure 1B). In addition to functioning in translation inhibition and deadenylation in cytoplasm, CCR4–NOT is also involved in RNA synthesis in nucleus at different stages, such as modification of the chromatin template and regulation of RNA polymerase II processivity (Mulder et al., 2007; Sun et al., 2015). Thus, it is expected that the interaction between RNF219 and CCR4–NOT can be detected in both cytoplasm and nucleus.

**Figure 1:**
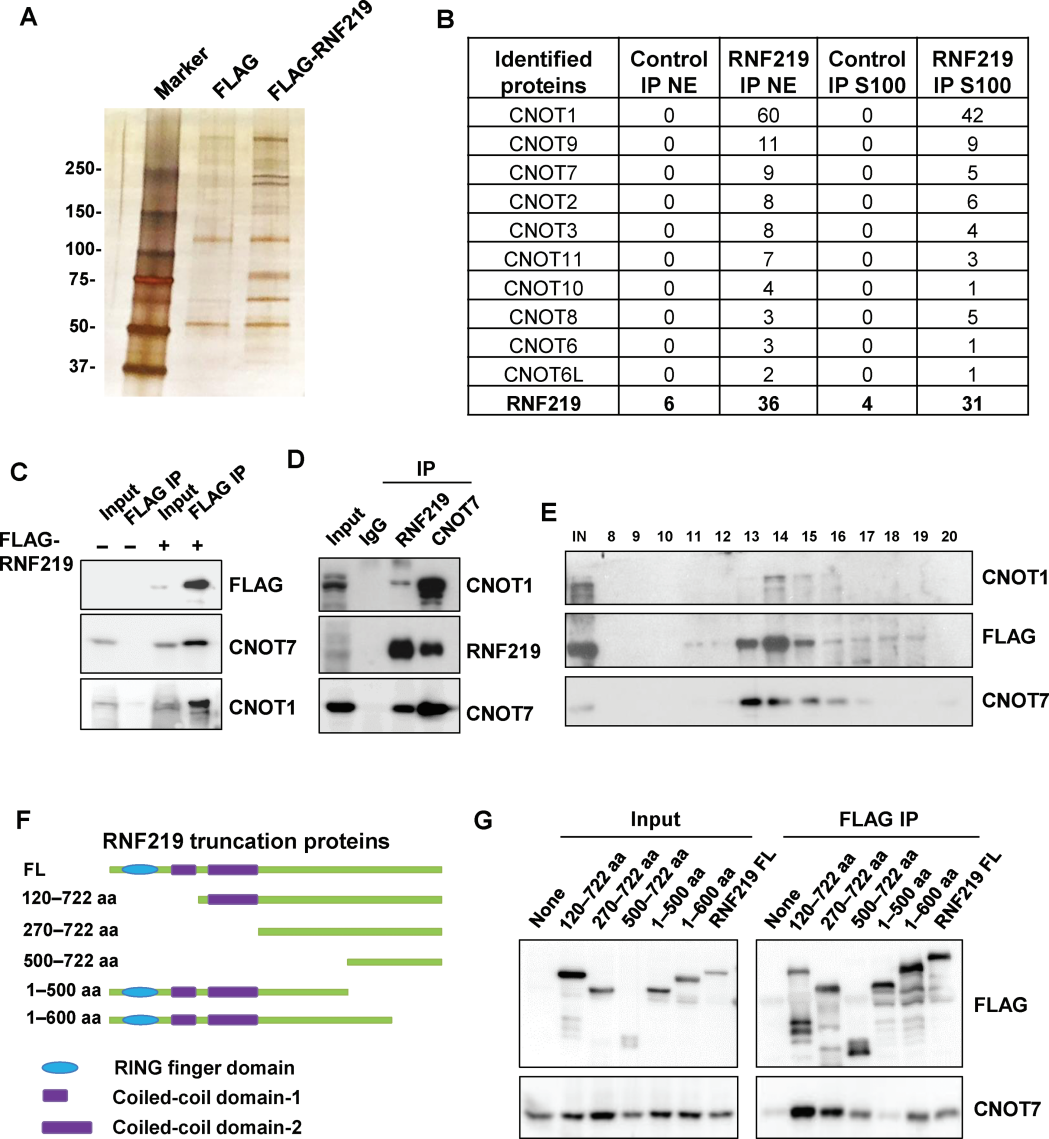
RNF219 interacts with the CCR4–NOT complex. (**A**) FLAG-purification of RNF219. Stable cell line expressing FLAG-tagged RNF219 was generated in HEK-293 FIT cells. The FLAG-RNF219-assoicated proteins were purified from the FLAG-RNF219-expressing cells using the FLAG-affinity purification method and analyzed by SDS–PAGE and silver staining. (**B**) Mass spectrometry identified the components of CCR4–NOT in the FLAG-RNF219 purification. S100, cytoplasmic extract; NE, nuclear extract. (**C**) Validation of the interaction of RNF219 with CNOT1 and CNOT7 by FLAG immunoprecipitation. (**D**) Endogenous co-IP of RNF219 and CNOT7 from HEK-293 cells. (**E**) Size exclusion chromatography of cytoplasmic extracts from the FLAG-RNF219 stable cell line demonstrating that majority of RNF219 co-eluted with the components of CCR4–NOT at ∼1.9 MDa (fractions 13–15). (**F**) Schematic diagram of RNF219-truncated proteins used in **G**. (**G**) FLAG immunoprecipitations mapping the interaction domain of RNF219 with CNOT7. HEK-293 cells transfected with a plasmid encoding each of the FLAG-tagged RNF219-truncated protein (**F**) were subjected to cell lysis and FLAG immunoprecipitation.

The co-purification of RNF219 with the core components of CCR4–NOT, CNOT1 and CNOT7, were validated by western blotting (Figure 1C). Co-immunoprecipitation (co-IP) using the antibody specific to RNF219 or CNOT7 further confirmed the endogenous interaction between RNF219 and the CCR4–NOT components (Figure 1D;  Supplementary Figure S1A and B). In addition, co-fractionation of RNF219 with the CCR4–NOT components was examined by applying cytoplasmic and nuclear extracts from the HEK-293 FIT cells stably expressing FLAG-RNF219 to size exclusion chromatography. Western blotting analyses revealed that the majority of RNF219 co-eluted with CNOT1 and CNOT7 at ∼1.9 MDa (fraction 13–15; Figure 1E;  Supplementary Figure S1C). Together, these results suggested that RNF219 is able to associate with CCR4–NOT. Our finding is consistent with a recent study, which independently revealed the interaction between RNF219 and CCR4–NOT in HeLa cells (Guénolé et al., 2019).

The RNF219 protein consists of an N-terminal RING domain, two middle coiled-coil domains, and a C-terminal uncharacterized region (Figure 1F). A series of FLAG-tagged RNF219-truncated proteins were used to map the CCR4–NOT interaction domain in RNF219. No loss of binding to CNOT7 was observed when truncating both the RING and coil-coil domains (Figure 1G). The 1–600 amino acids (aa) C-terminal deletion mutant of RNF219 was able to interact with CNOT7, while the 1–500 aa mutant failed to co-immunoprecipitate CNOT7 (Figure 1G). Deletion of 500–600 aa in RNF219 greatly impaired RNF219 interaction with CCR4–NOT (Supplementary Figure S1D), suggesting that the 500–600 aa of RNF219 located in the center of the C-terminal region might mediate the interaction with CCR4–NOT.

### Deadenylation activity of RNF219–CCR4–NOT

Given that CCR4–NOT is the major deadenylase in eukaryotic cells, we further explored whether RNF219 is also involved in deadenylation and RNA stability regulation. In order to examine whether RNF219-bound CCR4–NOT possesses deadenylation activity, we performed FLAG-CNOT1 and FLAG-RNF219 immuno-affinity purification from HEK-293 FIT cell lysates, respectively. The purified immune-precipitates were analyzed by western blotting, and the catalytic subunit of CCR4–NOT, CNOT7, was co-purified with both FLAG-CNOT1 and FLAG-RNF219 (Figure 2A). *In vitro* deadenylation assay indicated that the affinity-purified FLAG-RNF219-containing immunoprecipitate exhibited deadenylation activity toward the synthesized N20A20 RNA (Figure 2B).

**Figure 2:**
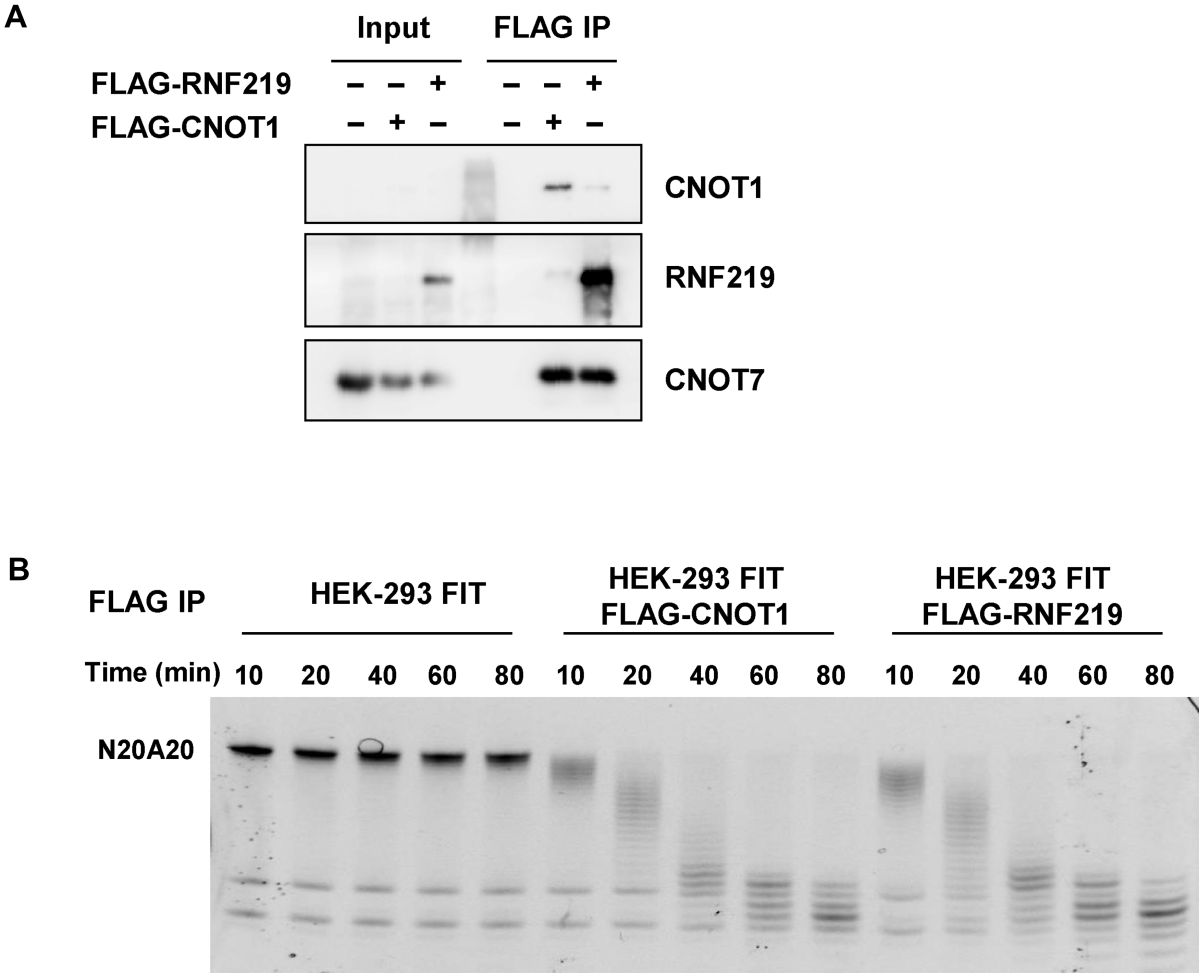
RNF219–CCR4–NOT exhibits deadenylation activity. (**A**) FLAG purification of RNF219 from the HEK-293 FIT cells stably expressing FLAG-tagged RNF219 and CNOT1 from the FLAG-CNOT1-expressing HEK-293 FIT cells. Levels of RNF219, CNOT1, and CNOT7 in the purified immuneprecipitates were examined by western blotting. (**B**) *In vitro* deadenylation of the synthesized N20A20 RNA using the affinity-purified FLAG-RNF219 or FLAG-CNOT1-containing immunoprecipitate. Samples were harvested at the indicated time intervals and resolved by electrophoresis separation. FLAG purification from HEK-293 FIT cell lysate was used as a negative control.

### Regulation of deadenylation by RNF219

To explore the role of RNF219 in a cellular context, we employed the transiently inducible b-globin (BG) reporter system combined with the transcriptional pulse-chase assay to analyze the effect of RNF219 on the deadenylation of RNA with different types of destabilization elements. As visualized by northern blotting, RNF219 overexpression significantly decelerated the deadenylation rate of the BG reporter that harbors the miRNA Let-7 target site (BG-L7) in the 3′ UTR (Figure 3B;  Supplementary Figure S2A). As a control, RNF219 overexpression seemed not obviously affect the deadenylation of 3′ fragments of the basic TBG reporter, which does not harbor any *cis*-element to promote deadenylation (Figure 3A). It has been previously established that the RISC complex can recruit CCR4–NOT to RNAs containing miRNA target sites. Here, we found that RNF219 was also able to interact with AGO2 in miRISC (Supplementary Figure S2B). Therefore, it might be possible that RNF219 could modulate miRNA-mediated deadenylation through physical interaction with CCR4–NOT and AGO2.

**Figure 3:**
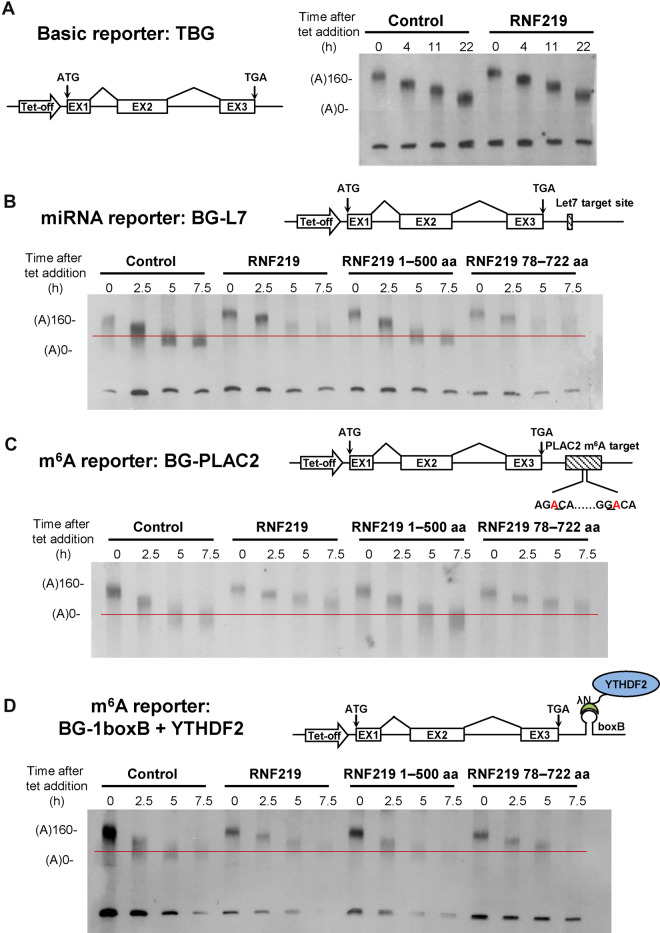
RNF219 affects deadenylation mediated by miRNA and m^6^A modification. (**A**) Schematic diagram of the basic reporter TBG construct. Blank boxes indicate exons (left panel). Deadenylation assay of TBG in control and RNF219-overexpressing cells (right panel). Tetracycline was briefly removed from the culture medium, thus leading to the production of a homogenous amount of BG mRNAs. Cells were harvested at the indicated time intervals for cytoplasmic RNA extraction. RNA samples were subjected to RNaseH cleavage, followed by electrophoresis separation and northern blotting analyses. (**B**–**D**) Schematic diagrams of the miRNA reporter (**B**), the m^6^A reporter (**C**), and the YTHDF2 tethered reporter (**D**) constructs (upper panels). Deadenylation assay of each reporter following the overexpression of RNF219 full-length, 1–500 aa, and 78–722 aa (lower panels).

We next proceeded with the BG-PLAC2 reporter, whose 3′ UTR contains a fragment with two m^6^A consensus motifs from the lncRNA PLAC2 (Figure 3C). Similar to its role in BG-L7, RNF219 also inhibited the deadenylation of the m^6^A reporter BG-PLAC2. YTHDF2, the m^6^A-binding protein, is able to destabilize the m^6^A modified RNAs (Wang et al., 2014; Du et al., 2016). To our expectation, RNF219 overexpression impeded the deadenylation of the YTHDF2-tethered BG reporter (Figure 3D). Thus, RNF219 might also regulate m^6^A-mediated deadenylation.

To determine whether the role of RNF219 in the inhibition of deadenylation depends on its interaction with CCR4–NOT, we also carried out the deadenylation assay using the C-terminal deletion mutant of RNF219 (RNF219 1–500 aa), which lost the interaction with CCR4–NOT. As expected, RNF219 1–500 aa was incapable of slowing down the deadenylation rate of the transcripts of BG-L7, BG-PLAC2, and YTHDF2-tethered reporters (Figure 3B–D). Deletion of the CCR4–NOT interaction domain (500–600 aa) in RNF219 also diminished the inhibitory role of RNF219 on the deadenylation of the BG-PLAC2 transcripts (Supplementary Figure S2C). In contrast, the RING domain deletion mutant of RNF219 (RNF219 78–722 aa), which retained the interaction with CCR4–NOT, was able to decelerate the deadenylation rate of these reporter transcripts to a similar extent as wild-type RNF219 (Figure 3B–D). Thus, the inhibitory effect of RNF219 overexpression on deadenylation might require its interaction with CCR4–NOT.

### Opposite regulations of the 2-cell-specific genes by RNF219 and CNOT10 in mouse ES cells

In order to further explore the functional link between RNF219 and the CCR4–NOT complex, we performed differential RNA level analyses using RNA-seq upon shRNA-mediated knockdown (KD) of RNF219 or CNOT10 in mouse ES cells. Recently, reconstitution of recombinant CCR4–NOT revealed that the CNOT10: CNOT11 module is able to bind to RNA directly and stimulate deadenylation (Raisch et al., 2019). CNOT10 KD led to the RNA levels of 1133 genes upregulated and 353 genes downregulated (Supplementary Figure S3A and B), consistent with the role of CCR4–NOT in negative regulation of RNA level by deadenylation. However, in total, only 489 genes were significantly differentially expressed after RNF219 KD, with 268 genes downregulated (Figure 4A and B). These genes downregulated after RNF219 KD tended to be changed in the opposite direction after CNOT10 KD (Figure 4B). The RNA levels of 42 genes were significantly downregulated upon RNF219 KD whereas upregulated upon CNOT10 KD with fold change >1.5 (Figure 4C). For example, the *Zscan4* family genes, which are the specific markers for 2-cell-stage embryos and 2-cell state-like ES cells, were listed among the 42 RNF219–CNOT10 targets (Figure 4D;  Supplementary Figure S3C; Zalzman et al., 2010). Thus, RNF219 and CNOT10 might play opposite roles in controlling transcript level.

**Figure 4:**
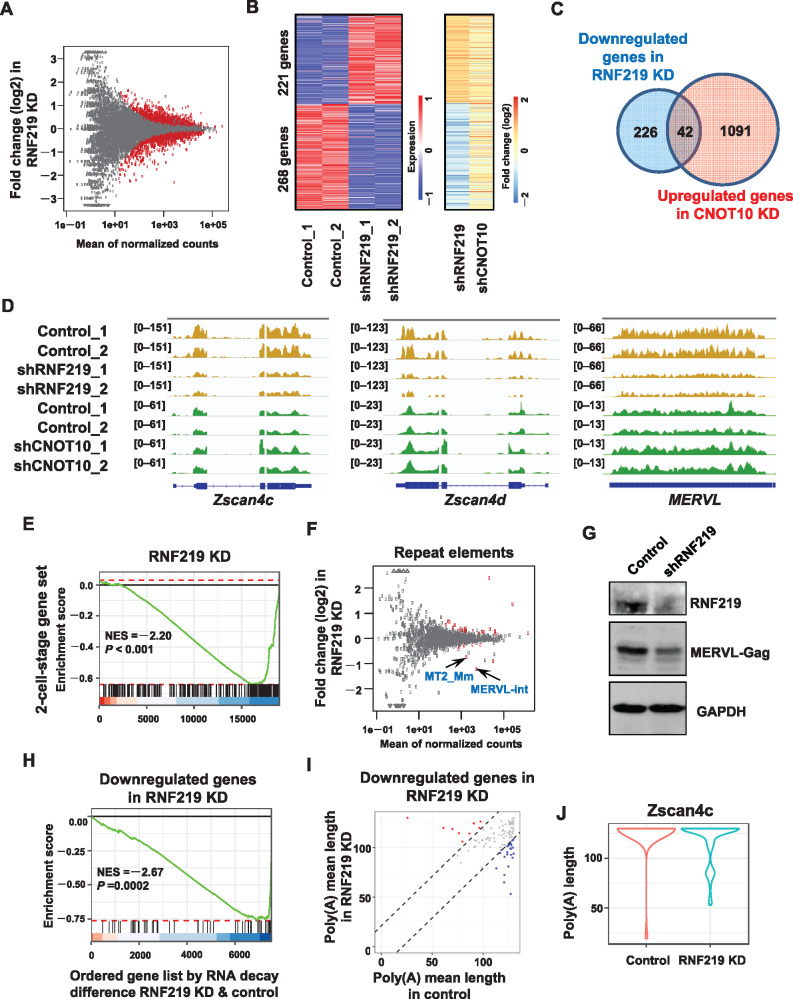
The 2-cell-specific genes are oppositely regulated by RNF219 and CNOT10 in mouse ES cells. (**A**) MA plot showing differential expression of genes after KD of RNF219 in mouse ES cells. The plot depicts the mean of normalized counts (x-axis) and log2 fold changes that calculated using DESeq2. The red dots represent genes with significance with the adjusted *P*-value <0.05. (**B**) Heat maps showing expression levels (left panel) and fold change (right panel) of differentially expressed genes (|Log2FC| > 0.58) in RNF219 KD mouse ES cells. The right panel also showing fold change of these genes in CNOT10 KD mouse ES cells. (**C**) The Venn diagram depicting the overlap of the downregulated genes after RNF219 KD and the upregulated genes after CNOT10 KD. |Log2FC| > 0.58. (**D**) Genome browse track file showing that the *Zscan4* family and *MERVL* are downregulated after RNF219 KD but upregulated after CNOT10 KD. (**E**) GSEA plot showing that the 2-cell-specific genes are highly enriched in the downregulated genes after RNF219 KD in mouse ES cells. (**F**) MA plot showing differential expression of repeat elements after KD of RNF219 in mouse ES cells. The plot depicts the mean of normalized counts (x-axis) and log2 fold changes that calculated using DESeq2. The red dots represent repeat elements with significance with the adjusted *P*-value <0.05. (**G**) Western blot showing the protein level of MERVL-Gag reduced after RNF219 KD in mouse ES cells. (**H**) GSEA plot showing that transcripts whose levels are maintained by RNF219 tend to be destabilized after RNF219 KD. (**I**) The scatter plot representing the geometric mean poly(A) tail length in control and RNF219 KD cells, as measured by mTAIL-seq, showing only the genes downregulated after RNF219 KD. (**J**) The violin plots showing the distribution of poly(A) tag length of *Zscan4c* in control and RNF219 KD cells.

Interestingly, besides *Zscan4c* and *Zscan4d*, 44 of the rest of the genes downregulated after RNF219 KD were 2-cell-specific as well. Gene set enrichment analysis (GSEA) confirmed that the 2-cell-specific genes were preferentially downregulated upon RNF219 KD (Figure 4E). The *Zscan4* genes are located adjacent to the endogenous retrovirus *MERVL*. Reminiscent of the expression pattern of *Zscan4*, *MERVL* is also exclusively expressed in 2-cell embryos and 2-cell-like ES cells (Macfarlan et al., 2012). The regulation of 2-cell-specific gene transcript levels by RNF219 prompted us to further investigate whether *MERVL* transcripts are also targeted by RNF219. We thus analyzed the expression levels of the repeat elements, including *MERVL*, following the RNF219 KD by mapping RNA-seq reads to the consensus of different repeat elements. MA-plot analysis indicated that the expression levels of *MERVL* and *MERVL*-derived *LTR MT2 Mm* were also significantly downregulated following RNF219 KD (Figure 4D and F). Consistently, the expression level of MERVL-Gag protein was also reduced in RNF219 KD ES cells (Figure 4G).

Give that CCR4–NOT is the major deadenylase in eukaryotic cells, we further explored whether RNF219 regulates the RNA levels through affecting deadenylation and subsequent decay. We first estimated differential RNA decay rate from RNA-seq data in RNF219 KD mouse ES cells. Transcripts whose levels maintained by RNF219 were highly enriched in the list of transcripts, which were destabilized upon RNF219 KD (Figure 4H). 

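mTAIL-seq sequences the 3′-ends of mRNAs, reading the mRNA in one read and its poly(A) tail in the other, so that each sequenced tag gives the length of 1 tail. It was applied to mouse V6.5 ES cells infected with a non-targeting shRNA as control or with an shRNA against RNF219, with 2 libraries in each group. The paper states that, from 72 h after infection, ES cells were treated with or without retinoic acid for 24 h before harvest, and its text does not give the harvest time of the mTAIL-seq cells separately. The sample labels instead give 24 h from infection to selection and 48 h of selection before harvest. The authors aligned the reads to mm10, took the run of adenosines in the second read as the poly(A) tag, and assigned each tag to a gene. They deposited the resulting poly(A) tail length in nucleotides (nt) for 8001 genes in each of the 4 libraries, together with the mean of each group and the difference of the means. The deposited group means equalled the arithmetic means of the 2 libraries for every gene. The number of tags behind each length was not analysed here, so the depth of each value is unknown and no confidence interval is given. The change of a gene was taken as its mean length in RNF219 KD minus its mean length in control. Genes were tested with limma on log2 length, without a pseudocount and without a filter. For a comparison of single values, 2 libraries against 2 give a smallest two-sided p of 0.333 in an exact permutation test. The median length over genes was 115 nt in both control libraries, 114 nt in RNF219 KD replicate 1 and 107 nt in RNF219 KD replicate 2. The gap between the KD replicates was therefore larger than the gap between control and RNF219 KD replicate 1.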

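The Rnf219 mRNA itself (ENSMUSG00000022120.4, chromosome 14 from 104477536 to 104522645, minus strand, mm10) had a tail of 129.25 ± 1.06 nt (SD, n = 2) in control and 129.75 ± 0.354 nt (SD, n = 2) in RNF219 KD, at the upper end of the lengths in the table, and tail length does not report how far the mRNA was depleted. Over all 8001 genes, the median change after RNF219 KD was -2 nt. The tail was shorter for 56.2% of genes and longer for 41.1%. The medians of the libraries gave a two-sided exact permutation p of 0.333, the smallest that 2 libraries against 2 allow. For the median change itself, the 2 splits of the libraries that mix control and KD gave -2.5 nt and 2 nt. A median change of this size was thus also reached without separating control from KD. Leaving out RNF219 KD replicate 2 moved the median change most, to 0.5 nt, and the share of genes with a shorter tail to 44.0%. That setting compared 1 KD library with the mean of 2 control libraries. Against each single control library, the median change was 0 nt for RNF219 KD replicate 1 and -4 nt for RNF219 KD replicate 2. For RNF219 KD replicate 1, 3835 genes were shorter and 3316 longer (control replicate 1), and 3746 shorter and 3363 longer (control replicate 2). Control replicate 2 against control replicate 1 gave 3661 shorter and 3457 longer. Whether RNF219 KD replicate 2 alone set the direction is therefore not settled by leaving it out. The mean tail was shorter by more than 15 nt for 1303 genes and longer by more than 15 nt for 1219 genes. The order turned round without RNF219 KD replicate 2, with 995 genes shorter and 1545 genes longer, and at a threshold of 20 nt, with 808 genes shorter and 883 genes longer. Both KD libraries lay below both control libraries for 21.3% of genes and above them for 9.79%. Without ties, chance gives 16.7% in each direction, but many genes are tied at 130 nt. The 2 splits of the libraries that mix control and KD gave 18.4% and 9.05%, and 9.85% and 18.1%. With limma, 0 genes had an adjusted p-value under 0.05 (Benjamini-Hochberg adjustment over 8001 genes), and 451 genes had an unadjusted p under 0.05, where chance gives 400. Of these, 304 had a shorter and 147 a longer tail after RNF219 KD. The splits that mix control and KD gave 349 genes (246 and 103 in the 2 directions) and 346 genes (111 and 235).

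Among genes that lay on one side in every pair of a control and a KD library, the largest decreases were those of Ice2, Jkamp and Rprd1a. The tail of Ice2 (ENSMUSG00000032235.15, chromosome 9 from 69397906 to 69433122, plus strand) fell from 130 nt in both control libraries to 25 nt and 34 nt in the KD libraries (log2 fold change -2.16, standard error 0.19, limma adjusted p = 0.822). Jkamp changed by -84 nt and Rprd1a by -68 nt, and the 2 KD libraries gave 87 nt and 37 nt for Rprd1a. The largest increases were those of Acvr2a, Eomes and Pus7l. The tail of Acvr2a (ENSMUSG00000052155.5, chromosome 2 from 48814109 to 48903269, plus strand) rose from 12 nt and 26 nt in the control libraries to 130 nt in both KD libraries (log2 fold change 2.88, standard error 0.46, limma adjusted p = 0.822). Eomes changed by 98.5 nt (limma adjusted p = 0.539) and Pus7l by 97.25 nt (limma adjusted p = 0.346, the lowest of all genes). None of these 6 changes passed the adjustment.

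Among the CCR4–NOT subunits, 10 of the 13 listed genes had a length. Cnot10 was at 111.5 ± 0.707 nt (SD, n = 2) in control and 109.5 ± 6.36 nt (SD, n = 2) in RNF219 KD. Cnot11 shortened from 124 ± 7.07 nt (SD, n = 2) to 98.5 ± 0.707 nt (SD, n = 2), with a limma adjusted p of 0.822. Cnot2 lengthened from 93.5 ± 0.707 nt (SD, n = 2) to 103.5 ± 0.707 nt (SD, n = 2), with a limma adjusted p of 0.828. In the other 8 subunits the values of the KD libraries met or overlapped those of the control libraries, and without RNF219 KD replicate 2 the decreases of Cnot4, Cnot6, Cnot8 and Cnot10 became increases. The mRNA of Ago2, whose protein the paper co-immunoprecipitated with RNF219, changed by 13 nt (limma adjusted p = 0.835). The mRNA of Ythdf2, whose protein the paper tethered to a reporter, changed by -12.5 nt (limma adjusted p = 0.835).

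**Figure D1:**
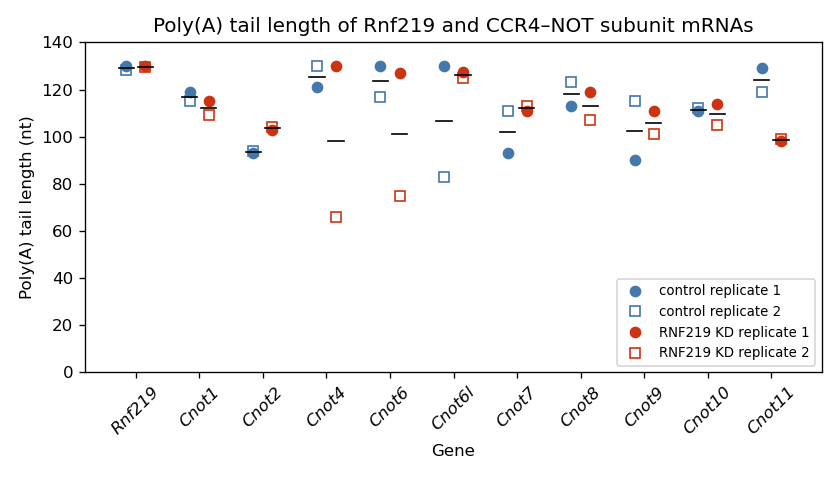
Poly(A) tail length in nt (y-axis) of the Rnf219 mRNA and of 10 CCR4–NOT subunit mRNAs (x-axis) in each of the 4 libraries, with control in blue and RNF219 KD in red, filled circles for replicate 1, open squares for replicate 2 and a black line at the mean of each group. The groups are apart for Cnot2 and Cnot11, and the KD libraries of Cnot4 lie at 130 nt and 66 nt.

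The paper's panel of mean tail lengths shows only the genes downregulated after RNF219 KD. The list of those genes and single tags of the Zscan4 genes were not used here, so the values above cover all genes with a length. Of the 9 listed Zscan4 family genes, 0 had a length. Having found that transcripts maintained by RNF219 are enriched among those destabilized upon its KD (Figure 4H), the paper asked whether their tails changed as well, and from the mean tail lengths of the downregulated genes (Figure 4I) it states that the RNF219 targets tended towards shorter tails.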

We next performed mTAIL-seq to measure whether the poly(A) tail length was altered upon RNF219 KD. mTAIL-seq analysis indicated that these RNF219 target transcripts tended to have shorter mean poly(A) tail length after RNF219 KD (Figure 4I). For example, poly(A) tag distribution demonstrated that the shorter poly(A) tags of *Zscan4c* were significantly increased after RNF219 KD (Figure 4J).

### Requirement of RNF219 for neuronal specification of mouse ES cells

To investigate whether RNF219 is involved in controlling transcript levels during ES cell differentiation, we performed differential RNA level analyses in retinoid acid (RA)-exposed mouse ES cells for neuronal differentiation after RNF219 KD. RNA-seq analyses identified 400 genes downregulated and 241 genes upregulated in RA-treated mouse ES cells after RNF219 KD (Figure 5A and B). The levels of the transcripts from the *Zscan4* family and *MERVL* were also maintained by RNF219 in differentiated ES cells (Supplementary Figure S4A). Further functional annotation of using DAVID indicated that genes involved in developmental processes and cell differentiation were highly enriched in the downregulated gene list (Figure 5C). For example, the RNA levels of the known neuronal genes *Neurog1*, *Neurog3*, and *Olig3* were reduced after RNF219 KD in RA-treated mouse ES cells (Figure 5D). Interestingly, CNOT10 KD upregulated the RNA levels of these genes in RA-differentiated cells. To examine the requirement of RNF219 in neuronal specification, an RNF219 knockout (KO) ES cell line was generated and assessed for differentiation ability in N2B27 media (Supplementary Figure S4B; Ying et al., 2003). The RNF219 KO ES cells displayed typical ES morphology under 2i/LIF culture condition (Figure 5E). However, the cells cannot be maintained and differentiated after 4 days of culture in the N2B27 differentiation media. Our results indicated that RNF219 could be an essential factor for neuronal differentiation of ES cells.

**Figure 5:**
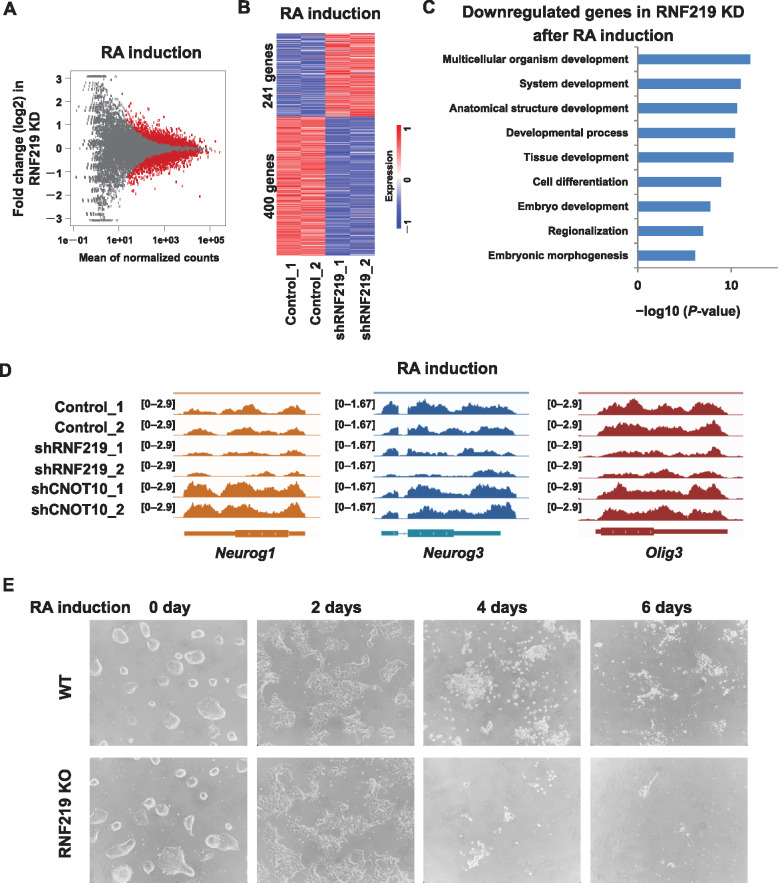
RNF219 is essential for neuronal specification of mouse ES cells. (**A**) MA plot showing differential expression of genes after RNF219 KD in mouse ES cells treated with RA. The plot depicts the mean of normalized counts (x-axis) and log2 fold changes that calculated using DESeq2. The red dots represent genes with significance with the adjusted *P*-value <0.05. (**B**) Heat maps showing expression levels of differentially expressed genes after RNF219 KD in mouse ES cells treated with RA. |Log2FC| > 0.58. (**C**) Functional annotation using DAVID of the downregulated genes after RNF219 KD in mouse ES cells treated with RA. (**D**) Genome browser track files showing that *Neurog1*, *Neurog3*, and *Olig3* are downregulated after RNF219 KD but upregulated after CNOT10 KD in mouse ES cells treated with RA. (**E**) Monolayer differentiation of wild-type (WT) and RNF219 KO mouse ES cells in N2B27 medium for indicated days.

## Discussion

CCR4–NOT is the major deadenylase in mammals. We here demonstrated that RNF219 interacts with CCR4–NOT and functions in ES cell pluripotency maintenance. RNF219 is required for maintaining the proper expression levels of some of the 2-cell-specific genes and the neuronal genes in mouse ES cells. RNF219 KD impairs the capability of ES cells in neuronal differentiation. Our study thus could highlight a potential direction in investigating the causes of RNF219-related diseases in nervous system.

The interplay between miRISC and CCR4–NOT has been intensively studied (Fabian and Sonenberg, 2012; Jonas and Izaurralde, 2015). AGO and GW182 are the two core components of miRISC. Following facilitation of miRNA pair with 3′ UTR of target RNA by AGO, GW182, or its human paralog TNRC6, recruits CCR4–NOT through interacting with the scaffold CNOT1 (Braun et al., 2011; Chekulaeva et al., 2011). In this study, we found that RNF219 can interact with both CCR4–NOT and AGO2, suggesting that a potential double locker mechanism to consolidate miRISC with CCR4–NOT in controlling miRNA-mediated deadenylation. Intriguingly, CNOT4, the core subunit of the canonical CCR4–NOT, was not detected in our FLAG-RNF219 purification by mass spectrometry. A recent study also reported that CNOT4 was not identified in the purified RNF219-containing complexes (Guénolé et al., 2019). As both CNOT4 and RNF219 are RING domain-containing factors possessing E3 ligase activity, we postulated that CNOT4 and RNF219 might be mutually exclusive and that different versions of CCR4–NOT could exist with functional diversity and target specificity.

Opposite regulations by RNF219 and CNOT10 in transcript levels suggest that the deadenylation machinery might be multi-layered with buffering element, which might be of crucial importance to development. For example, *Zscan4* and *MERVL*, whose transcripts are identified in the current study as the *in vivo* targets of RNF219 and CNOT10, are essential for maintenance of telomeres, genome stability, and even totipotent state of 2-cell state-like ES cells (Zalzman et al., 2010; Macfarlan et al., 2012). Although only sporadic ES cells in culture are ZSCAN4 and MERVL-positive at a given time, nearly every ES cell oscillates between ZSCAN4^+^MERVL^+^ and ZSCAN4^−^MERVL^−^ states after prolonged passaging (Zalzman et al., 2010; Macfarlan et al., 2012), suggesting that dramatically rapid turnover of the *MERVL* and *Zscan4* transcripts occurs. Slowing down the deadenylation rate of these transcripts by RNF219 might be prone to prevent precocious decay, thus creating a time window enough for MERVL and ZSCAN4 to execute their functions during ES cell maintenance and early embryo development.

## Materials and methods

### Antibodies

Antibody against RNF219 was generated in our laboratory. Antibody against CNOT1 was purchased from Proteintech (14276-1-AP). Antibody against CNOT7 was purchased from Abcam (ab195587). Antibody against MERVL-Gag was purchased from Beyotime (AF0240). Antibody against AGO2 was purchased from Millipore (MABE253). Antibodies recognizing TUBULIN, GAPDH, FLAG, V5, and HA, respectively, were obtained from Sigma.

### Plasmids and cell culture

pV5-CNOT7, pV5-CNOT6, pHA-CNOT1, TBG, BG-L7, BG-PLAC2, BG-1boxB, and pNF-YTHDF2 were previously described (Du et al., 2016). FLAG-tagged RNF219 and CNOT1 cDNAs were cloned into pCDNA5/FRT-TO vector (Invitrogen). The expression vectors were then transfected into HEK-293 FIT cells and followed by selection with hygromycin to generate stable cell lines. HeLa-tTA cells were purchased from Clontech. V6.5 mouse ES cells were cultured in serum and leukemia inhibitory factor (LIF)-supplemented medium on irradiated mouse embryonic fibroblasts. All cells were maintained at 37°C under 5% CO_2_.

Lentivirus-mediated RNAi was previously described (Lin et al., 2011). Seventy-two hours after lentiviral infection, ES cells were treated with or without RA for 24 h before harvesting. For all analyses, cells were grown for one passage off feeders on tissue culture plates for 30 min. RNF219 KO V6.5 ES cell line was generated by CRISPR–Cas9 genome editing technique. For neuronal differentiation, mouse ES cells were cultured in N2B27 medium and treated with RA for 6 days.

### Flag purification, immunoprecipitation, and size exclusion chromatography

Flag purification was performed as previously described (Lin et al., 2010; Luo et al., 2012). Briefly, the expression of FLAG-RNF219 was induced with doxycycline for 48 h. The protein complexes were purified using the FLAG-affinity purification approach in the presence of benzonase (Sigma) and analyzed by SDS–PAGE and silver staining before subjected to mass spectrometry.

Immunoprecipitation was performed as previously described (Lin et al., 2010; Luo et al., 2012). Briefly, cells were lysed in 420 mM NaCl containing lysis buffer supplemented with protease inhibitor cocktail (Sigma) at 4°C. After centrifugation, the balance buffer (20 mM HEPES, pH 7.4, 1 mM MgCl_2_, and 10 mM KCl) was added to the supernatant to make the final NaCl concentration at 300 mM. The supernatant was then incubated with antibodies and protein A beads overnight at 4°C. The beads were spun down and washed three times with the wash buffer before boiling in the SDS loading buffer.

Size exclusion chromatography was performed as previously described (Lin et al., 2010; Luo et al., 2012). Nuclear and cytoplasmic extracts were subjected to Superose 6 size exclusion chromatography (GE Healthcare) with size exclusion buffer (40 mM HEPES, PH 7.5, 350 mM NaCl, 10% glycerol, and 0.1% Tween-20). Fractions were resolved in SDS–PAGE gels, followed by western blotting.

### In vitro deadenylation assay

HEK-293 FIT cells stably expressing FLAG-CNOT1 or FLAG-RNF219 were subjected to FLAG purification. The FLAG-M2 beads-bound bait protein and its interacting factors were incubated with 200 nM FAM-N20A20 synthetic RNA substrate in 50 mM Tris-HCl (pH 7.5), 50 mM NaCl, 2 mM MgCl_2_, and 0.5 mM DTT in a rotator at 37°C for 30 min. Samples were collected at different time points and analyzed on a 20% polyacrylamide denaturing gel with 7 M urea. The images were analyzed with a fluorescence imager.

### Reporter deadenylation assay

Deadenylation assay of BG reporters was previously described (Du et al., 2016) with pcDNA5-RNF219 or truncations overexpressed. HeLa-tTA cells were plated on a 6-well plate one day before transfection in DMEM containing 20 ng/ml tetracycline. One microgram of the reporter plasmid and 500 ng of RNF219 or control plasmid were used for transfection. The transcription of BG mRNA was induced by removing tetracycline 12 h after transfection, and 3 h after induction, tetracycline was added to a final concentration of 1 μg/ml to block the transcription of BG. Cytoplasmic RNAs were then isolated at various time intervals. RNAs were treated with RNaseH in the presence of an antisense DNA oligo (5′-GTCCAGGTGACTCAGACCCTC-3′ for TBG, BG-L7, and BG-1boxB; 5′-CCAGCCACCACCTTCTGATAGGC-3′ for BG-PLAC2). The digested RNA samples were analyzed by electrophoresis (5.5% PAGE with 8 M urea) and northern blotting using the DIG Northern Starter Kit (Roche). 

### RNA-seq data processing

We first evaluated each RNA-seq dataset quality using FastQC (version 0.11.8) and confirmed that all datasets are qualified for following analysis. The RNA-seq reads were aligned to mouse reference genome (mm10/GRCm38) using HISAT2 (version 2.1.0). The mouse reference genome sequence was downloaded from ENSEMBL (Mus Musculus GRCm38/mm10). Then, we used featureCounts (version 2.0.0) to count reads or read pairs for each protein-coding gene annotated in GENCODE (vM23) (Liao et al., 2014). Besides, we also counted reads or read pairs for repeat elements annotated in RepeatMasker. Then, we conducted differential expression analysis using DESeq2 (Love et al., 2014) and selected the |log2FoldChange| > 1.5 and FDR < 0.05 as the cutoff to identify significantly differentially expressed genes.

### Identification of 2-cell-stage genes

To identify those genes that were specifically expressed in mouse 2-cell stage, we downloaded a single-cell RNA-seq dataset (GSE53386) from GEO (Fan et al., 2015). The gene expression profiles (FPKM) of oocyte, zygote, 2-cell, 4-cell, and 8-cell. Blastocyst and morula were collected. Then, we calculated a specificity ratio for each gene and selected specificity ratio >1 as the cutoff to identity cell type-specific genes for each cell stage.

### RNA stability analysis

We used REMBRANDTS to estimate differential mRNA stability using RNA-seq data across multiple samples. Δexon–Δintron was used as an estimate of differential mRNA stability in several recent studies (Gaidatzis et al., 2015; Gosline et al., 2016). REMBRANDTS is designed to estimate gene-specific bias function that is then subtracted from Δexon–Δintron to provide unbiased differential mRNA stability measure (Alkallas et al., 2017). The coordinates of exonic and intronic segments were extracted from GENCODE (vM23). HTSeq was used to count reads that map to exonic or intronic segments for each gene.

### mTAIL-seq and data processing

mTAIL-seq library was constructed as previously described (Lim et al., 2016) with an additional gel purification after 5′ adapter ligation. We used STAR to align read1 to the reference genome (mm10) to get the detail alignment. Then, paired reads were mapped using STAR to allow soft-clipping to the alignments. We filter the read2 by removing read without the tag (GTCAG) on positions 15–25 nt from the 5′-end. Those consecutive poly(A) on filtered read2 not entirely aligned to the genome were considered as putative poly(A) tags. Using reference genome annotation (GENCODE vM23), we assigned these putative poly(A) tags by considering read1 alignment overlapped with annotated genes. 

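The deposited lengths run from 7 nt to 130 nt in steps of 0.5 nt. In control, 1939 genes of replicate 1 and 1941 genes of replicate 2 were listed at 130 nt, compared with 1439 genes of RNF219 KD replicate 1 and 868 genes of RNF219 KD replicate 2. No value lies above 130 nt, so a change beyond that length cannot be seen in the table. Lengths below 60 nt were listed for 378 and 265 genes in the control replicates and for 58 and 212 genes in the RNF219 KD replicates. Across genes, which are not independent replicates, Pearson's r was 0.0919 between the 2 control libraries and 0.248 between the 2 KD libraries, while r between a control and a KD library ranged from 0.118 to 0.248. The control libraries differed by more than 15 nt for 3509 genes. The pairs of a control and a KD library differed by that much for 2813 to 3693 genes, and the 2 KD libraries for 2633 genes. The spread between replicates was thus larger in control than in RNF219 KD. The control libraries also had more genes at both ends of the range, at 130 nt and below 60 nt. The smaller number of genes at 130 nt in RNF219 KD can therefore not be read as shortening by itself. Mitochondrially encoded mRNAs, which carry short tails, had values for 7 of the 13 genes. Their mean length was 69.5 ± 0.303 nt (SD, n = 2) in control and 66.6 ± 1.01 nt (SD, n = 2) in RNF219 KD. The median over these genes was 67 nt in both groups, and their median change was -1 nt. The changes of mt-Co1, mt-Nd5 and mt-Cytb were -8, -6.5 and -6 nt, and those of the other genes lay from -1 to 1 nt. For these 7 genes the control libraries differed by at most 7 nt, with a median gap of 2 nt, against a median gap of 13 nt over all genes.

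**Figure D2:**
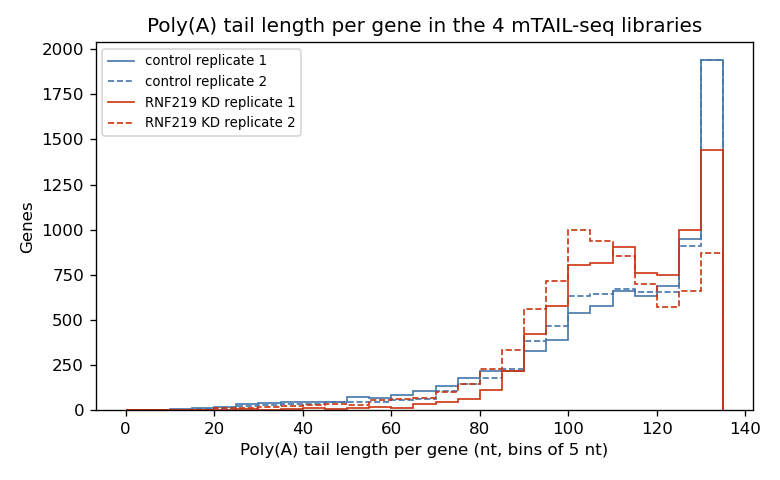
Number of genes (y-axis) at each poly(A) tail length in bins of 5 nt (x-axis) in control replicates 1 and 2 (blue, solid and dashed) and RNF219 KD replicates 1 and 2 (red, solid and dashed). The last bin starts at the upper limit of 130 nt, with 1939 and 1941 genes in control and 1439 and 868 genes in RNF219 KD.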

Then we could calculate the poly(A) length for each poly(A) tag and assign these poly(A) length to each gene.

### Function enrichment analysis

For GO enrichment analysis, we used DAVID to estimate enrichment for each gene set (Huang et al., 2009). Enrichment Map was used to visualize the enrichment results (Merico et al., 2010). For GSEA analysis, we used the R package fgsea to calculate the enrichment score and *P*-value. The input gene sets (.gmt) were downloaded from g: profiler. The enrichment results were visualized using R.

## Supplementary material

Supplementary material is available at *Journal of Molecular Cell Biology* online.

## Supplementary Material

mjaa061_Supplementary_Data Click here for additional data file.

# Supplementary material for: RNF219 interacts with CCR4–NOT in regulating stem cell differentiation
**Source:** J Mol Cell Biol. 2020 Oct 26;12(11):894–905. doi: 10.1093/jmcb/mjaa061
**Supplement:** mjaa061_Supplementary_Data

**Fig S1**

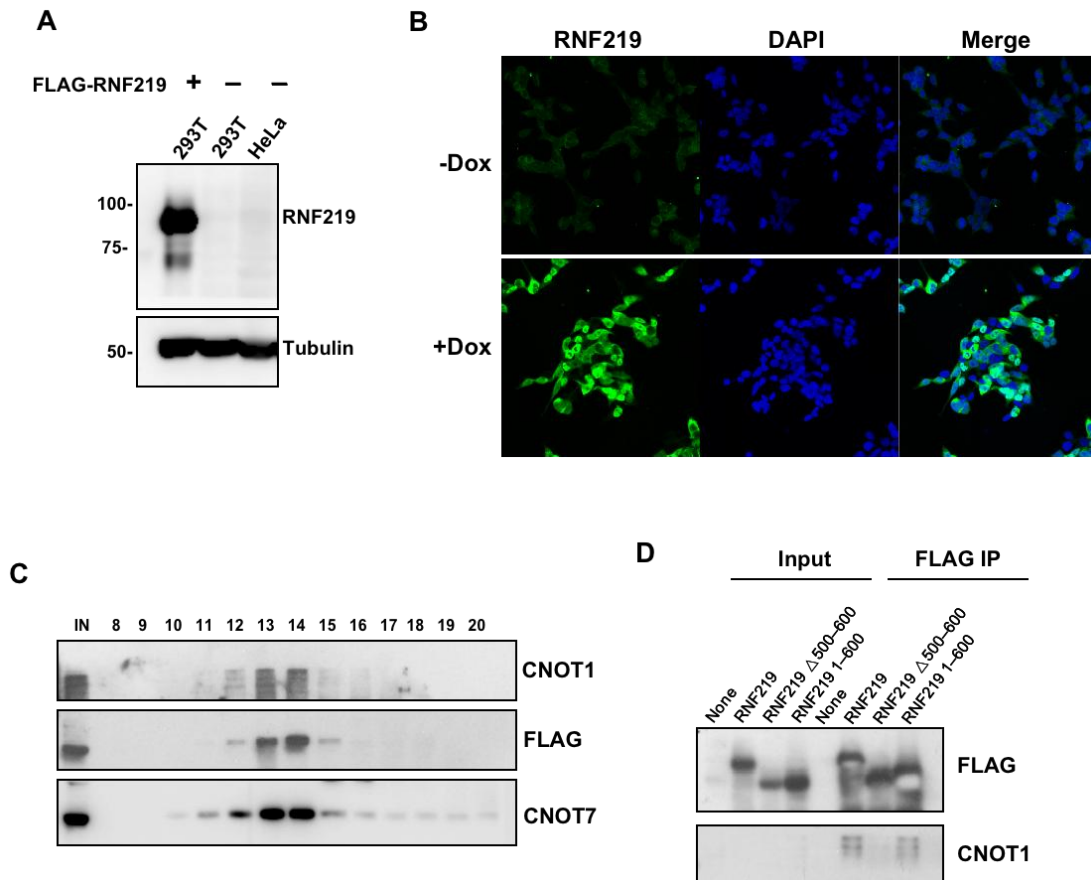

**Supplementary Figure S1. Interaction of RNF219 with the components of CCR4-NOT.**

(A) Western blot showing that the RNF219 antibody used in this study was able to recognize ectopically expressed FLAG-RNF219 in HEK-293 cells. (B) Immunofluorescence showing that the RNF219 antibody was able to recognize ectopically expressed FLAG-RNF219. (C) Size exclusion chromatography of nuclear extracts from the FLAG-RNF219 stable cell line demonstrating that majority of RNF219 co-eluted with the components of CCR4-NOT. (D) FLAG immunoprecipitations showing that deletion of aa 500–600 in RNF219 impaired RNF219 interaction with CNOT1.

**Fig S2**

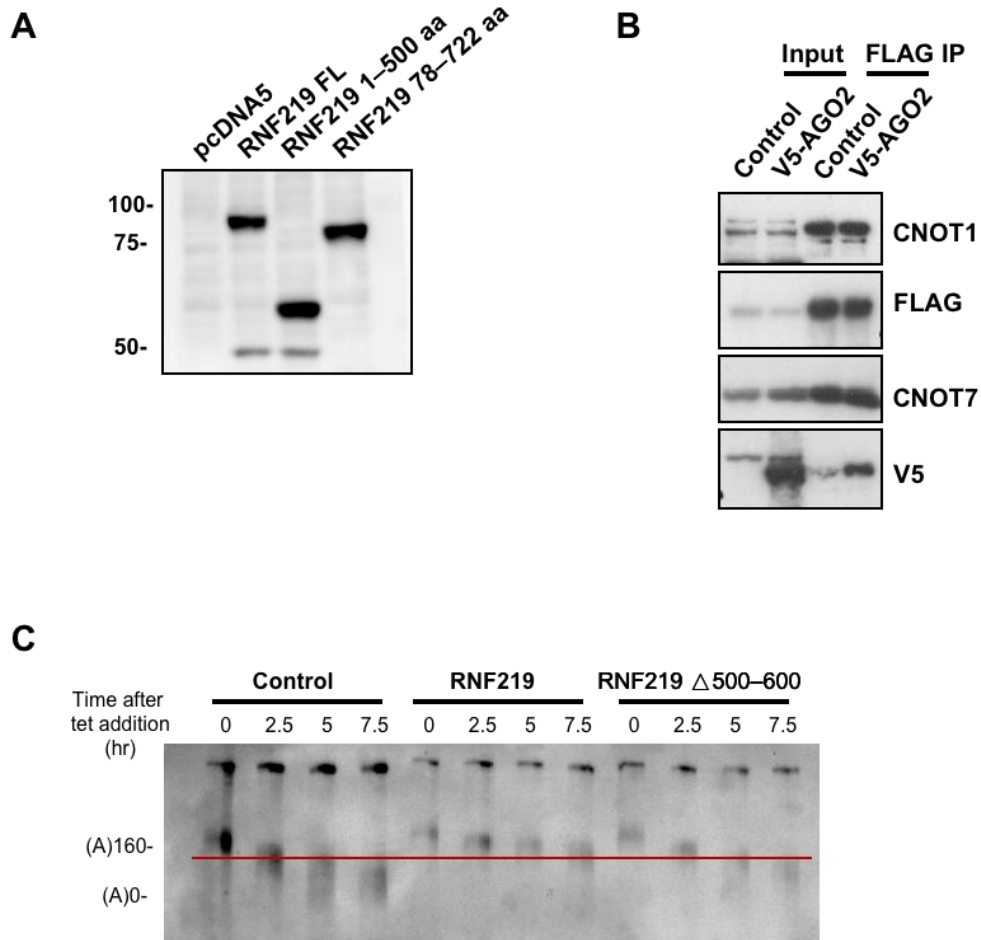

**Supplementary Figure S2. Interaction of RNF219 with AGO2.**

(A) Western blot showing overexpression of RNF219 full length, aa 1–500 and aa 78–722 truncation proteins used in deadenylation assays. (B) Interaction of RNF219 with AGO2. V5-AGO2 was expressed in FLAG-RNF219 stable cell lines. The cells were then subjected to lysis, and FLAG immunoprecipitation. (C) Deadenylation assay of the m<sup>6</sup>A reporter following the overexpression of RNF219 full length and the aa 500–600 deletion mutant.

**Fig S3**

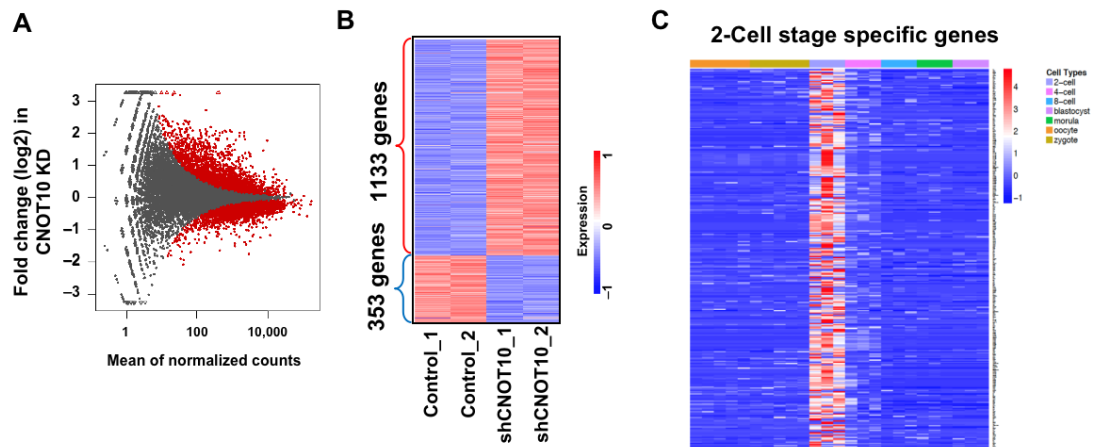

**Supplementary Figure S3. Genome wide analyses of gene expression change after CNOT10 knockdown.**

(A) MA plot showing differential expression of genes after knockdown of CNOT10 in mouse ES cells. The MA plot depicts the mean of normalized counts (x-axis) and log2 fold changes that calculated using DESeq2. The red dots represent genes with significance that the adjusted p-value < 0.05. (B) Heat maps showing expression levels of differential expressed genes ( $|\text{Log2FC}| > 0.58$ ) in CNOT10 knockdown mouse ES cells. (C) Heat maps showing the specificity ratio for each 2-cell stage genes in each cell type.

**Fig S4**

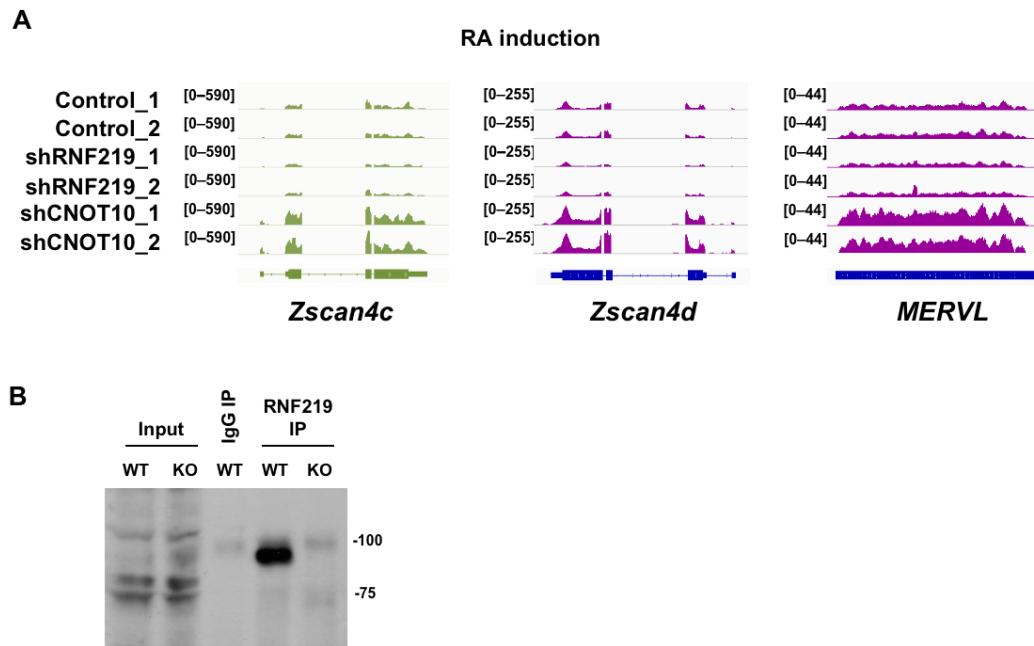

**Supplementary Figure S4. Oppositely regulation of *Zscan4* and *MERVL* by RNF219 and CNOT10 in mouse ES cells treated with RA.**

(A) Genome browse track file showing that the *Zscan4* family and *MERVL* were down-regulated after RNF219 knockdown, but up-regulated after CNOT10 knockdown in mouse ES cells treated with RA. (B) Validation of the RNF219 KO ES cell line generated in this study by immunoprecipitation, followed by western blot.

How the deposited data were processed for this re-analysis (not part of the article)

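Poly(A) tail lengths were measured by mTAIL-seq in mouse V6.5 ES cells after infection with a non-targeting shRNA (2 libraries) or an shRNA against RNF219 (2 libraries). The sample labels give 24 h from infection to selection and 48 h of selection before harvest. The paper gives 72 h after infection as the start of 24 h with or without retinoic acid before harvest, which differs from the labels, and its text does not give the harvest time of the mTAIL-seq cells separately. The 8 RNA-seq samples of the study were not analysed here.

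The authors aligned the first read with STAR to mm10, mapped the read pairs with soft-clipping, kept second reads with the expected tag, took consecutive adenosines not entirely aligned to the genome as the poly(A) tag, and assigned tags to GENCODE genes. They deposited 1 length in nt per gene and library, without further normalization, and the mean per group and the difference of the means. The legend of Figure 4I names a geometric mean poly(A) tail length, and the paper's methods do not name the summary over the tags of a gene. The minimum number of tags and the longest measurable tail are not named in the paper's text. All deposited lengths are whole numbers or lie 0.5 nt between them. A median of whole-number tag lengths gives only such values, whereas an unrounded mean over tags would give other fractions as well. Because tag numbers were not analysed here, the depth per library is unknown and limits the precision in a way that could not be measured directly. The precision may differ between the groups, since r between replicates was 0.0919 in control and 0.248 in RNF219 KD. Lengths lying 0.5 nt between whole numbers made up 7.21% and 5.59% in the control libraries, and 3.29% and 3.34% in the RNF219 KD libraries. Of the deposited columns with values per library, 0 lacked a sample.

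All 8001 Ensembl identifiers were found in GENCODE release M21 (mm10) when the version was ignored, and 7865 with the same version. Coordinates and gene types come from that release, in which 7994 of the genes are protein-coding. Symbols that had been turned into dates (12 genes) were replaced by the symbol of the release.

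From the deposited lengths, the change of each gene was computed as the mean of RNF219 KD minus the mean of control. Its median, the share of genes with a shorter tail, and the genes past 15 nt were counted over all genes. Libraries were compared with a two-sided exact permutation test. Genes were tested with limma 3.58.1 in R 4.3.3 on log2 length, with Benjamini-Hochberg adjustment and a threshold of 0.05. The test was tested on simulated data with 200 changed genes among 8001. With a small spread between libraries it recovered 199 of them with 8 false calls. With the spread of these libraries, pooled over all genes, it recovered 0. Differences in spread between genes were not simulated. Gene lists were compared with 10000 random lists matched on the mean length over the 4 libraries. Matching on control length had been planned, for the 2-cell list; the mean over the 4 libraries was chosen after the data were seen, because genes picked on control length show regression to the mean, and the lists were also matched on control length as an alternative. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

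The tests other than the matching of random lists, the gene lists and most alternatives were fixed before the data were examined: leaving out each library, the geometric mean of the 2 libraries, the replicate number as a block, thresholds of 10 nt and 20 nt, centring on the median change, filters on genes near the upper limit (125 nt or more in both groups) or below 20 nt, and the nt scale for limma. The named genes are, by a rule also fixed then, every gene the paper names that has a length, and the 3 largest decreases and increases among genes changed the same way in every pair of libraries. Families of genes with a shared symbol, the genes with close replicates, the filter on genes at 130 nt and the comparison of the counts with other splits of the 4 libraries were chosen after the data were seen. The 2-cell list was written for the re-analysis and is not the paper's list of 2-cell-specific genes, which its text does not give. Of the 44 genes of the list written here only 2 had a length, so no value of that list is given.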

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

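The patterns below were noticed in the data and then examined on the same data. The tests on pairs of libraries and on close replicates were chosen after the result was seen, while the comparisons with random lists were set before their outcome was known.

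The paper does not discuss ribosomal protein mRNAs. The median change of the 70 ribosomal protein genes was -6.25 nt, compared with -2 nt over all genes, and 84.3% of them had a shorter mean tail after RNF219 KD. Their library medians were 105 nt and 103 nt in control and 97 nt and 101 nt in RNF219 KD (two-sided exact permutation p = 0.333, the smallest the design allows). The family was picked from 13 families of genes sharing a symbol, of which 11 had a negative median. A single deviating library is argued against, since the 4 medians of a KD library minus a control library were -8, -8, -5 and -4 nt. Relative to the median of all genes in the same pair, however, they were -8, -4, -5 and 0 nt, with 0 nt for RNF219 KD replicate 2 minus control replicate 2. The shift of all genes does not account for it, since 25 of 10000 random lists matched on length had a median as low (adjusted over the 13 families, 0.0338). Among genes whose replicates lay within 6 nt of each other, 99 of 10000 matched lists of other genes had a median as low as that of the 27 ribosomal protein genes there, although those lists themselves had a median of -3 nt. Low medians were not particular to ribosomal protein genes. The cytochrome c oxidase, cytochrome bc1 and ATP synthase genes had a lower median, -7 nt, with 136 of 10000 random lists as low (adjusted, 0.0890). The NADH dehydrogenase subunit genes had a median of -5.375 nt, with 476 of 10000 lists as low (adjusted, 0.174).

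The comparison with random lists was then repeated on library splits that mix control and KD. When control replicate 1 and RNF219 KD replicate 2 were set against the other two libraries, 86 of 10000 random lists lay as far out as the ribosomal protein genes, and 5 of the 13 families lay beyond 95% of the lists on one side, compared with 4 in the split by RNF219 KD. The solute carrier genes lay farther out there than any family did in the split by RNF219 KD, with 3 of 10000 lists as high. Families of genes can thus differ between these libraries in a split that does not separate control from KD. Such differences are a candidate explanation for the ribosomal protein genes too. This split sets the 2 KD libraries against each other and their depletion of RNF219 was not measured, so a relation to RNF219 is not excluded. In the remaining split, 0 of the 13 families lay that far out. Shorter length calls for every tail are argued against in RNF219 KD replicate 1. Its median change against each control library was 0 nt over all genes, and -8 nt and -5 nt for the ribosomal protein genes. Against the mean of the 2 control libraries these medians were 0.5 nt and -6.375 nt, and 0 of 10000 random lists had a median as low. Those lists had a median of 2.25 nt and were not matched on the spread between replicates. Ribosomal protein genes correlated better between replicates (r 0.436 in control and 0.702 in RNF219 KD) than all genes (0.0919 and 0.248), so this count could overstate how far out they lie. In RNF219 KD replicate 2, 424 of 10000 lists had a median as low, but the ribosomal protein genes did not differ from all genes in 1 of its 2 pairs, so that such calls and an effect of RNF219 cannot be told apart there. The number of tags per gene and reads shared with pseudogenes were not tested. A shortening of ribosomal protein tails by loss of RNF219 stays an open hypothesis.

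The 2 libraries of a group differed by more than 15 nt for 43.9% of genes in control and for 32.9% in RNF219 KD. For the 626 genes whose replicates lay within 6 nt of each other in both groups, leaving out genes with a library within 2 nt of the longest length in the table, the median change was -5 nt and 25.4% of the genes had a longer tail. The paper does not separate genes in this way. The selection by itself is argued against as the whole cause, since the same selection gave medians of -1 nt and 0.5 nt in the other 2 splits of the libraries, although the selection picks other genes in each split. With long values kept, the median was -2 nt. A library effect shared by both KD libraries and an effect of RNF219 were not separated by any test.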

How the results depend on the processing

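Across the 4 settings that each left out one library, the median change over all genes ranged from -4 nt to 0.5 nt and the share of genes with a shorter tail from 44.0% to 60.2%. Both turned round only without RNF219 KD replicate 2, whose median was the lowest of the 4 libraries. Genes shorter by more than 15 nt ranged from 995 to 1874 and genes longer by more than 15 nt from 1196 to 1545. Without RNF219 KD replicate 2 the larger count changed sides, with 995 genes shorter and 1545 longer. Under the geometric mean, the filters near the upper limit and below 20 nt, and the log2 ratio, the median change kept its sign. The geometric mean gave 1370 genes shorter and 1384 longer, so that the larger count changed sides. Centring, which adds 2 nt to the change of every gene, gave 1080 shorter and 1394 longer, and this follows from the shift itself. At 10 nt, 2064 genes were shorter and 1702 longer, and at 20 nt 808 were shorter and 883 longer, as a lower or higher threshold makes the counts larger or smaller. Without genes at 130 nt in any library, chosen after the data were seen, 466 of 4241 genes were shorter and 620 longer. The smaller number of genes does not explain that the larger count changed sides. More genes were at 130 nt in the control libraries (1939 and 1941) than in the RNF219 KD libraries (1439 and 868), so this filter selected partly on control length. A gene at that limit in control cannot become longer in the table. Whether this accounts for the whole turn was not tested.

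Of the 95 values for the 19 named genes, 8 reversed, in 7 genes. With 2 libraries per group, leaving out one cannot move a gene's change by more than the spread between library pairs, so the size of these moves says nothing about stability. Leaving out one library gave ranges of -6.5 to 2.5 nt for Cnot10, -59.5 to 4.5 nt for Cnot4, -48.5 to 3.5 nt for Cnot6, -3.75 to 43.25 nt for Cnot6l, -11 to 1 nt for Cnot8, -9 to 16 nt for Cnot9, with -1.5 nt without RNF219 KD replicate 1, and -0.25 to 1.25 nt for Rnf219. The cause was not tested.

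The mean length of mitochondrially encoded mRNAs was 69.5 nt in control and 66.6 nt in RNF219 KD. The median over the list was 67 nt in both groups, so the difference of the means was not seen in the median. The median change of the ribosomal protein genes ranged from -8 to -5.25 nt across the settings that each left out one library, and was -4.25 nt after centring. The pluripotency list ranged from -7.25 to -0.125 nt. When random lists were matched on control length, 1 of 10000 had a median as low as the ribosomal protein genes, 1 as low as those with close replicates and 971 as low as the pluripotency list. For genes with close replicates, limits of 2 nt and 10 nt gave -4.5 nt and -4 nt, and keeping long values gave -2 nt. The settings for these lists were chosen after the data were seen.

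With limma, 0 genes passed on the log2 scale (451 at an unadjusted p under 0.05, 304 of them shorter), on the nt scale (528, 356 of them shorter) and with the replicate number as a block (0 genes, 207, of which 107 were shorter and 100 longer). No sign of a pairing by replicate number was seen, since the deviations of libraries with the same number had a correlation of -0.00329 across genes. Given the spread between these libraries, a pairing could be missed in this way. Simulated decreases of 40 nt and increases of 25 nt were not recovered after adjustment at the spread of these libraries, pooled over all genes. Of the 200 changed genes, 78 had an unadjusted p under 0.05 in the right direction. For genes with that spread, a count of 0 leaves changes of this size open. Genes with a smaller spread between replicates were not simulated separately, so the power for them is unknown.

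Alternatives that need tag numbers, the list of downregulated genes or lengths of Zscan4c and Zscan4d were not run, nor were tests of tag counts. Of the 9 listed Zscan4 family genes, 0 had a length. limma was not run with a library left out, since 1 library would remain in a group. The 2-cell list has too few genes with a length. The unknown depth limits every value for a single gene.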

Differences from the paper's values

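The longest mean tail in the plotted lengths of Fig. 4I is about 130 nt, read by eye, and the longest mean length here was 130 nt in both groups.

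The legend of Fig. 4I describes the plotted lengths as geometric means. The deposited group means equalled the arithmetic means of the 2 libraries for all 8001 genes, and each library value was a whole number or lay 0.5 nt between 2 whole numbers. With the geometric mean of the 2 libraries, set before the data were examined, the median change over all genes was -2 nt. That is a mean over libraries and not over the tags of a gene, so it cannot show what the legend's geometric mean would give.

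The paper states that the transcripts downregulated after RNF219 KD tended to have shorter tails. That set of genes was not used here. Over all genes the median change was -2 nt, and it was 0.5 nt without RNF219 KD replicate 2.

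The dashed lines in Fig. 4I lie at about 20 nt from the diagonal, read by eye at a larger scale after the threshold of 15 nt had been fixed. With 20 nt, 808 genes were shorter and 883 genes were longer.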

Other observations

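The tests on replicate libraries and on regression to the mean were chosen after the result was seen.

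A total of 2522 genes differed by more than 15 nt between the means of control and RNF219 KD. All 3 of the 3 splits of the 4 libraries into groups of 2 gave as many such genes, with 2527 and 2522 in the splits that mix control and KD, and with 3 splits no share under 0.05 can be reached. The 2 control libraries differed by more than 15 nt for 3509 genes, within the range of 2813 to 3693 genes for a control and a KD library, but the 2 KD libraries did so for 2633 genes, fewer than any of those pairs. Spread between replicate libraries and an effect of RNF219 cannot be told apart from these counts, because the 2 within-group pairs point in different directions. The groups did not overlap for 31.0% of genes in the split by RNF219 KD, compared with 27.5% and 27.9% in the splits that mix control and KD. Without ties chance gives 33.3%, which ties at 130 nt lower. By this count and by the number of genes at an unadjusted limma p under 0.05, the split by RNF219 KD was the highest of the 3.

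Genes with long tails in control had shorter tails after RNF219 KD, and genes with short tails had longer ones. For mean control lengths up to 60 nt the median change was 56 nt, and for those above 129 nt it was -9.5 nt. Regression to the mean is a candidate explanation. Genes at 130 nt in control replicate 1 were shorter by a median change of -5 nt in control replicate 2, and the change was also -5 nt in RNF219 KD replicate 1 and -14 nt in RNF219 KD replicate 2. Genes below 60 nt in control replicate 1 had a median change of 74 nt in control replicate 2, compared with 71.5 nt and 64 nt in the KD replicates. A comparison of genes sorted by their control length would show this slope without any effect of RNF219.

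It was hypothesised, from a list written before the data were examined, that mRNAs of pluripotency genes have shorter tails after RNF219 KD. All 20 genes of the list had a length, and their median change was -5 nt, with 13 of the 20 shorter. As many as 1954 of 10000 random lists matched on length had a median as low, and without RNF219 KD replicate 2 the median change was -0.125 nt. The hypothesis could not be decided with 20 genes and 2 libraries per group.

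Among whole-number lengths below 130 nt, odd numbers made up 74.5% and 75.4% in the control libraries and 81.0% and 78.7% in the RNF219 KD libraries. No explanation of this excess was tested.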
